A study of Mus musculus with 43 samples. Its data were reported in "Foxl2 functions in sex determination and histogenesis throughout mouse ovary development" (2009).

How the data were processed

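Whole gonads of 43 mice in 15 groups were measured, 1 mouse per Affymetrix MOE430 v.2 array. Groups held 3 arrays, except control and Wnt4-null ovaries of E15 with 2 each. Per the labels, RNA was extracted with the MELT system (Ambion), amplified linearly in a single round with Pico Ovation (Nugen) and labelled with biotin by FL-Ovation.

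Per the labels, the deposited values are intensities on a linear scale, which the authors summarised from the scanned arrays with the plier method in R and scaled to a global mean. Their absolute scale is not stated; every array has the same mean, 15970000. The labels also name GCOS 1.3 without saying what it did, and no genome build is given. Of 45071 deposited probe sets, 64 control probe sets were left out. No other filter was applied to the remaining 45007, none of whose values were missing or at or under 0 (0 values). By the array annotation in the files, 34927 probe sets had 1 gene symbol, 930 several and 9150 none, and 34723 matched a gene of the RefSeq table, used for names only. Array medians were 0.1795 to 0.2949 of the common mean, and correlations between replicates were 0.9222 to 0.9819 over 41 pairs.

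Values were converted to log2 after adding a pseudocount of 1% of the common mean (159700). A pseudocount of 16, for signals of the usual size of this method, had been planned; the deposited scale made that too small, so 1% was chosen from the summaries of the columns alone before any test, and pseudocounts of 16, 1 and 5% were tried as alternatives. Signals in the text are intensities divided by the common mean.

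All 43 arrays entered 1 fit of 15 group means with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend; 28 residual degrees of freedom, 36.84 at the median after moderation), two-sided, with Benjamini-Hochberg adjustment over all probe sets. The study tested with the program Focus, which was not available here, and with thresholds of its own, so its counts and those here are not comparable. A gene was represented by its probe set with the highest mean over all arrays and called at an adjusted p under 0.05, which gave 18184 genes. The 15 comparisons were 13 between groups, the change of the Foxl2-null effect with stage and the interaction of Foxl2 with Wnt4. Lists of at least 3 measured genes, 40 in all, were tested per comparison with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the 40 lists, and again with a correlation estimated from the arrays. The preset correlation called 277 of 600 tests of a list in a comparison and the estimated correlation 103. The lists cover cell types of the gonad, tissues that a dissection could carry over, general cell functions and gene sets that the study prints, and the text gives those that bear on a comparison. Only measured members entered, for example 7 of 12 steroidogenic, 18 of 27 erythroid and 0 of 5 Y-linked genes. The fetal ovary somatic list holds Foxl2 and Wnt4, so its counts and tests include the deleted gene where Foxl2 or Wnt4 was deleted.

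Principal components were computed on the 6000 probe sets with the highest variance. Positions between ovary and testis used 200 genes per direction chosen on the E13 arrays, with exact permutation tests over 20 arrangements of 3 against 3 arrays. Correlations between effects that share arrays are given with the value that the shared arrays alone produced in simulation.

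Array numbers were checked as possible pairs. After removing group means, the E13 null and control arrays of the same number correlated at 0.207 to 0.266, each best with its own number (3 of 3), so E13 results are given with the pairing as well. Other groups showed no such pairing: -0.092 to 0.089 at E16, -0.228 to 0.138 at P0, 0.024 to 0.259 in the Wnt4-null background, -0.265 to 0.055 in the Kit mutant background and 0.025 at E15.

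The method was tested on simulated data for the real genes. At E16 it recovered 40 of 100 genes changed by log2 1 and 87 of 100 changed by log2 2, with 2 false among 129 calls; for the 2 against 2 arrays of E15 it recovered 24 and 87 of 100, with 1 false among 112 calls. Of 200 unshifted lists of 20 genes, 8 passed the threshold of 0.05, and a list shifted by log2 0.5 passed it. This does not show how the preset correlation performs on the real lists, where an estimated correlation lowered the calls from 277 to 103.

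The comparisons, tests, lists and the rule for named genes were set before the data were examined. The rule took the targeted gene, the 8 largest rises and 8 largest falls among called genes whose arrays did not overlap (for the average, whose 3 stages changed the same way) and whose higher mean was above the median of all probe sets (0.2468), up to 4 members with the smallest adjusted p of each list, and the members of a few lists whether called or not. The text names a subset of these, chosen after the values were seen, and Ramp1 and Ephx2 as members of a count. Foxl2os, Myh3 and Tnnc2 were also singled out after their values were seen. Alternatives tried were other pseudocounts, quantile normalization, a filter on low signals, a fit on only the arrays compared, adjustment over 1 probe set per gene, another probe set of the gene, controls of 4 stages, other numbers of genes, each array left out and the replicate block. The average of E16 and P0 and the pseudocounts were added after the data were seen.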

Results

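Transcript levels were measured across the genome in whole gonads of 43 mice, with 1 Affymetrix array per animal, in 15 groups. The groups covered ovaries at embryonic days 13, 15 and 16 (E13, E15, E16) and on the day of birth (P0), and testes at E13 and P0. Foxl2, a forkhead transcription factor of the ovarian supporting cells, had been deleted alone (E13, E16, P0), together with Wnt4 (P0), which encodes a signalling protein, and together with a mutation of Kit (P0), the receptor that germ cells need to survive. Ovaries with 1 intact Foxl2 allele (E16), Wnt4-null ovaries (E15, P0) and Kit mutant ovaries (P0) completed the set. Each group held 3 arrays, except the 2 groups of E15 with 2 arrays each, and their number limits the precision. By their labels, the E13 controls carried 1 intact copy of Foxl2, the E15 controls 1 intact copy of Wnt4, and the Kit and Wnt4 single mutants of P0 1 intact copy of Foxl2. For E13 the study's methods instead name wild-type littermates. By the study's methods, the testes of P0 came from Wnt4-null mice, whose testes differentiate incompletely, and the E15 ovaries came from another mix of strains than the rest. Changes are log2 fold changes with their standard error (SE), and signals are multiples of the common mean of the arrays. For a gene the SE comes from 1 variance over all 43 arrays, so it is not the spread of the arrays compared. The residual SD of single arrays was 0.29 to 0.38 in E13 null ovaries and 0.19 to 0.24 in E16 wild-type ovaries. Errors at E13 may therefore be understated. A gene is said to have risen or fallen only where its adjusted p in limma was under 0.05. The 15 comparisons of groups form 1 family, and each tested 18184 genes.

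The targeted genes were examined in every array first. The brightest Foxl2 probe set read 5.32 to 16.8 in the control ovaries of E13, E16 and P0 and 0.606 to 2.77 in the Foxl2-null ovaries of the same stages, a fall of log2 -2.92 ± 0.30 (n = 9 and 9). It read 5.13 to 5.90 in Wnt4-null and 0.682 to 0.826 in Wnt4 Foxl2 double null ovaries, and 19.5 to 32.6 in Kit mutant and 3.56 to 7.64 in Kit Foxl2 double mutant ovaries, so no null array overlapped its reference group. A second Foxl2 probe set read 0.136 to 0.484 in the same controls and at most 0.00635 in the Foxl2-null arrays, under the pseudocount of 1% of the common mean, so no fold change is given for it. Wnt4 went from 1.16 to 0.386 in Wnt4-null ovaries at E15 (log2 -1.55 ± 0.34) and from 0.684 to 0.263 at P0 (log2 -1.36 ± 0.28), with no overlap. Where these probe sets lie relative to the deleted parts is not known here, and a probe set outside the deleted part would check nothing. The Kit mutation alters the receptor and leaves the transcript, so the Kit probe sets check nothing; the brightest fell in Kit mutant ovaries (log2 -2.07 ± 0.42) and also in Wnt4-null ovaries of P0 (log2 -2.14 ± 0.42).

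**Figure D1:**
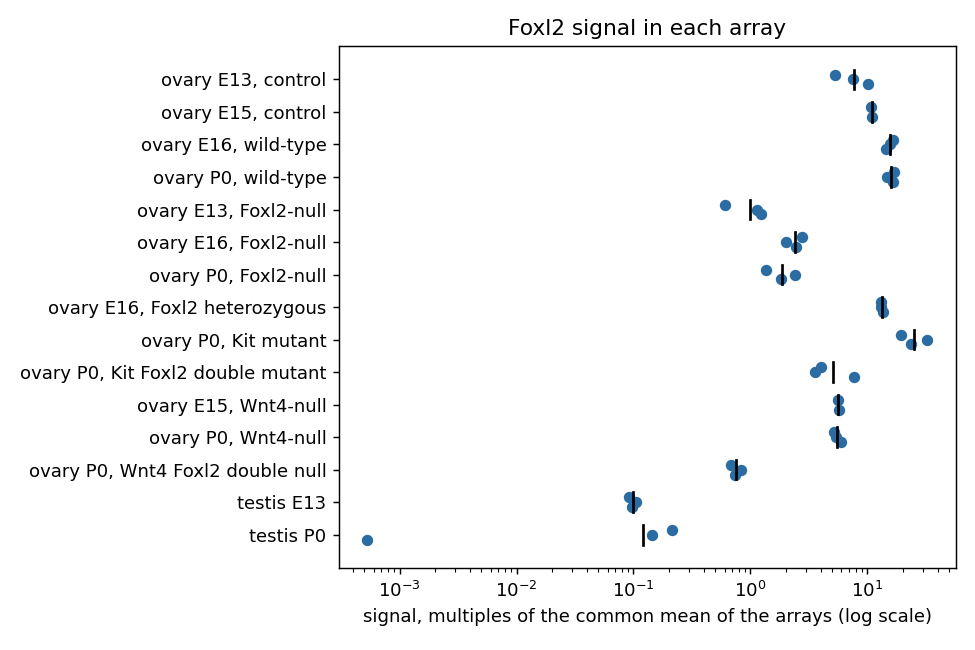
Signal of the brightest Foxl2 probe set in each array (points) and the mean of each group (lines), as multiples of the common mean of the arrays on a log axis. Foxl2-null arrays of E13, E16 and P0 sit between 0.606 and 2.77, and the control arrays of the same stages between 5.32 and 16.8.

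Testis and ovary were compared at E13 and P0 as a reference for the mutants, and at P0 the difference also contains loss of Wnt4 in the testes. At E13, genes of Sertoli cells, the supporting cells of the testis, were far higher in testis: Dhh, which Sertoli cells secrete (log2 5.80 ± 0.36, n = 3 and 3, other probe set -0.0185, not called), Cst9 (5.82 ± 0.45), the prostaglandin D synthase Ptgds (6.24 ± 0.46) and the testis-determining transcription factor Sox9 (2.99 ± 0.36). The steroid enzymes Hsd17b3 and Cyp17a1 rose by 6.61 ± 0.47 and 6.19 ± 0.69, and Lefty1, an inhibitor of Nodal signalling, by 5.39 ± 0.33. Ovaries had more Fst, the activin-binding follistatin (-5.75 ± 0.33), Runx1 (-3.92 ± 0.26), the Wnt target Axin2 (-1.60 ± 0.20) and the meiotic genes Stra8 (-5.75 ± 0.91) and Rec8 (-4.71 ± 0.69). In this comparison 597 genes rose and 873 fell, and the arrays of the 2 groups did not overlap for 1430 of these 1470 genes. Without such overlap were 28.2% of all genes, where chance alone gives 10%, and called genes are picked by a test that favours separation, so these counts describe the called genes and are no further evidence.

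Of the 25 genes of the Sertoli-cell list, 20 rose and 1 fell at E13 (21 and 1 adjusted over the list alone, camera adjusted p = 2.88e-68), and 6 of 7 steroidogenic genes rose (6 adjusted over the list alone, adjusted p = 6.47e-22). Of 23 fetal ovary somatic genes, 20 fell (21 adjusted over the list alone, adjusted p = 1.52e-62). Wnt signalling targets were lower, with 8 of 11 falling and 1 rising (9 and 2 adjusted over the list alone, adjusted p = 1.91e-08), and 3 of 8 male germ-cell genes rose (3 adjusted over the list alone, adjusted p = 2.05e-08). These 5 calls held with an estimated correlation between genes. Of 26 meiotic genes, 11 fell (13 adjusted over the list alone, adjusted p = 3.99e-10, and adjusted p = 0.101 with an estimated correlation). Markers of the mesonephric duct (6 of 11 fell, 1 rose, or 6 and 1 adjusted over the list alone) and of macrophages (4 of 16 fell, or 7 adjusted over the list alone) were also lower in testis (adjusted p = 0.0039 and 0.00207, and adjusted p = 0.135 and 0.213 with an estimated correlation).

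At P0 the difference between testis and ovary took in oocyte genes. Dppa3, a maternal factor of the oocyte, fell by 8.12 ± 0.69 in testis (n = 3 and 3), the zona pellucida gene Zp2 by 7.63 ± 0.58, the oocyte transcription factors Figla and Nobox by 6.91 ± 0.72 and 6.91 ± 0.66, and the oocyte growth factor Gdf9 by 4.41 ± 0.33. Runx1 and Emx2, a gene of the gonadal epithelium, fell by 4.23 ± 0.26 and 3.75 ± 0.26. Hsd17b3 (7.14 ± 0.47), the testis transcription factor Dmrt1 (6.37 ± 0.49), Dhh (5.70 ± 0.36), the inhibin subunit Inhba (5.22 ± 0.48) and Sox9 (2.85 ± 0.36) were higher in testis. A total of 2212 genes rose and 3032 fell, 4855 of them without overlap (41.9% of all genes, 10% by chance). Of 22 oocyte genes 19 fell (20 adjusted over the list alone, adjusted p = 1.61e-27), of 25 Sertoli-cell genes 19 rose and 1 fell (19 and 1 adjusted over the list alone, adjusted p = 6.03e-23), of 7 steroidogenic genes 7 rose (7 adjusted over the list alone, adjusted p = 1.1e-10), and of 23 fetal ovary somatic genes 18 fell (19 adjusted over the list alone, adjusted p = 4.1e-26); these calls held with an estimated correlation. Stroma (12 of 16 rose, or 13 adjusted over the list alone), smooth muscle (6 of 9 rose, or 6 adjusted over the list alone), extracellular matrix (40 of 108 rose, 9 fell, or 46 and 12 adjusted over the list alone) and meiotic genes (13 of 26 fell, 1 rose, or 16 and 1 adjusted over the list alone) were called too (adjusted p = 2.46e-09, 0.000218, 7.15e-06 and 1.45e-05), with adjusted p = 0.0752, 0.101, 0.168 and 0.276 with an estimated correlation.

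The first principal component of the 6000 most variable probe sets held 23.2% of their variance (jackknife SE 3.58%) and the second 15.7%. On the first, the E16 wild-type, Foxl2-null and heterozygous ovaries lay together, with means of -42.9, -42.3 and -44.8, while the P0 ovaries lay at -2.18 (wild-type) and -8.28 (Foxl2-null). Wnt4-null and Wnt4 Foxl2 double null ovaries of P0 had means of 55.6 and 69.96, beside testes of P0 at 65.8, and all 3 of these groups lacked Wnt4. Kit mutant and Kit Foxl2 double mutant ovaries stood apart on the second component, at 55.8 and 55.7.

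**Figure D2:**
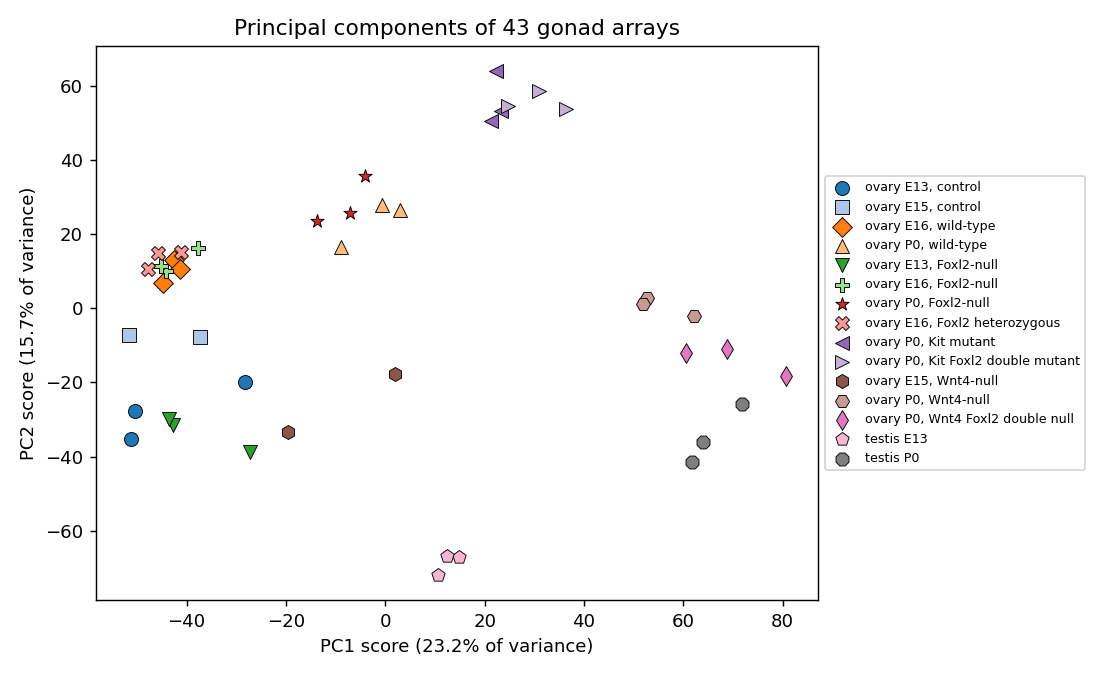
Scores of the 43 arrays on the first and second principal components (23.2% and 15.7% of variance), with 1 symbol per group. Foxl2-null ovaries lie beside the ovaries of their own stage, and the Wnt4-null and double null ovaries of P0 lie toward the testes of P0.

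Loss of Foxl2 was first averaged over E13, E16 and P0 to ask which genes depend on it across development. The sodium-calcium exchanger Slc8a3 rose by 2.68 ± 0.24 (n = 9 and 9), Dhh by 1.61 ± 0.21, the inhibin subunit Inhbb by 0.82 ± 0.12, the nuclear receptor Nr0b1 by 1.14 ± 0.18 and the protease Adamts8 by 1.24 ± 0.13. The netrin Ntn4 (-1.94 ± 0.24) fell, as did Thbs2 (-1.51 ± 0.14), Clstn2 (-1.52 ± 0.18), Adamts16 (-1.17 ± 0.11, its other probe set read 0.39, not called), Fbn2 (-0.76 ± 0.10) and Robo1 (-0.43 ± 0.11). The steroid enzymes Akr1c14 (-1.38 ± 0.13) and Hsd3b1 (-1.21 ± 0.20) fell too, with the receptor Ret (-1.75 ± 0.32), the sulfotransferase Chst9 (-2.03 ± 0.29), Gstm6 (-1.67 ± 0.27), Il13ra2 (-1.29 ± 0.20), Aard (-0.72 ± 0.13) and Kitl, the ligand of Kit (-0.66 ± 0.14). The hexokinase Hk2 (0.67 ± 0.13), Wnt9a (0.67 ± 0.16) and Fbln2 (0.89 ± 0.12) rose, as did Wnt4 itself (0.59 ± 0.16, adjusted p = 0.0483), whose adjusted p was 0.0557 with arrays of the same number paired. In all, 135 genes rose and 201 fell, and 310 of the 336 changed the same way at all 3 stages. This held for 29.6% of all genes, where chance gives 25%, and a call on the average itself favours a shared direction. Fitted on the 18 arrays compared alone, the average called 197 genes, and after quantile normalization 215 rose and 179 fell. Leaving out single arrays gave 208 to 465 genes, the lowest without Foxl2-null E16 array 1.

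In the same average, Sertoli-cell genes were higher (3 of 25 rose, 2 fell, or 5 and 2 adjusted over the list alone, adjusted p = 0.0128) and fetal ovary somatic genes lower (2 of 23 rose, 5 fell, or 4 and 7 adjusted over the list alone, adjusted p = 0.00257), but these gave adjusted p = 0.246 and 0.484 with an estimated correlation. Foxl2 itself is among the falls of the second list. Glycolytic genes were higher, with 1 of 18 rising (6 adjusted over the list alone, adjusted p = 8.85e-08), a call that held with an estimated correlation (adjusted p = 0.0318). Ribosomal protein genes had a median of 0.17 (2 of 43 rose, or 30 rose and 1 fell adjusted over the list alone, adjusted p = 7.53e-18, and adjusted p = 0.063 with an estimated correlation). The study's list of testis-determination markers has 24 entries, which are probe sets and gave 10 genes here. Each gene was represented by its brightest probe set, which need not be one that the study listed. Of these 10, 1 rose (1 adjusted over the list alone, adjusted p = 0.00846, and adjusted p = 0.0988 with an estimated correlation). Erythroid genes (2 of 18 rose, or 4 adjusted over the list alone), striated muscle genes (2 of 13 rose, or 4 adjusted over the list alone) and meiotic genes (0 of 26 called in limma or adjusted over the list alone, median -0.41) moved with the null ovaries (adjusted p = 0.000278, 0.000402 and 0.000822), with adjusted p = 0.179, 0.246 and 0.484 with an estimated correlation. Over E16 and P0 alone the meiotic median was 0.037 (adjusted p = 0.715), so that call rested on E13. Without Foxl2-null E13 array 2 the striated muscle median was -0.0664 (adjusted p = 0.0878), so that call rested on 1 array. Among the top-ranking genes that the study prints for all its Foxl2 models, an excerpt of its lists, 16 of 17 fell (17 adjusted over the list alone) and 12 of 19 rose (18 adjusted over the list alone); the study chose them on these samples, so they are not independent evidence of direction.

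**Figure D3:**
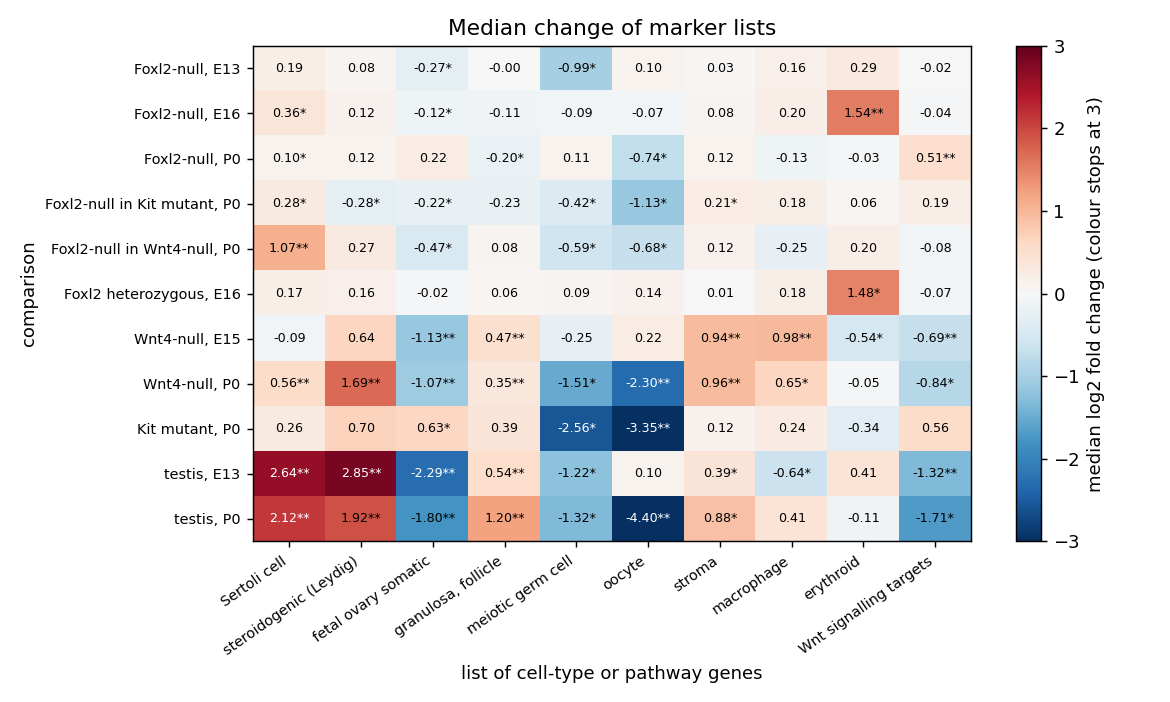
Median log2 fold change (colour and number) of marker lists (columns) in 11 comparisons with 3, or at E15 2, arrays per group. A star marks a list called by camera and 2 stars a list called with an estimated correlation too; the Sertoli-cell list reached 1.07 on loss of Foxl2 in Wnt4-null ovaries and 2.12 in testis of P0.

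At E13, the earliest stage, Foxl2-null ovaries had 5.21 ± 0.35 more Khdc1a, a gene of oocytes and embryos (n = 3 and 3), 2.35 ± 0.40 more Bmp8b, a growth factor (its other probe set read -0.17, not called), and 2.29 ± 0.56 more Snap25. Adamts8 and Slc8a3 rose by 1.42 ± 0.22 and 1.98 ± 0.42, though the other Slc8a3 probe set read -1.18 (not called). Thbs2 (-1.70 ± 0.24), Akr1c14 (-1.46 ± 0.23), Adamts16 (-1.21 ± 0.19, other probe set 0.63, not called) and Greb1l (-1.65 ± 0.32) fell, as did the germ-cell genes Tex101 (-2.96 ± 0.76) and Spo11, which makes the breaks of meiotic recombination (-2.02 ± 0.47). The median of 26 meiotic genes was -0.99, with 1 of them falling (12 adjusted over the list alone, adjusted p = 7.47e-11, and adjusted p = 0.216 with an estimated correlation). Germ-cell genes (1 of 12 fell, or 1 adjusted over the list alone), fetal ovary somatic genes (2 of 23 fell, or 2 adjusted over the list alone) and ribosomal protein genes (1 of 43 rose, or 1 adjusted over the list alone) gave adjusted p = 0.0164, 0.00512 and 5.48e-06, and adjusted p = 0.551, 0.467 and 0.467 with an estimated correlation. Of the 2 fetal ovary somatic falls, 1 is the deleted Foxl2 itself. In all, 87 genes rose and 165 fell, 205 of them without overlap (11.1% of all genes, 10% by chance); with arrays of the same number paired the count was 500. It was 2 when the 6 arrays were fitted alone, 37 without E13 control array 2 and 1460 without Foxl2-null array 3, and after quantile normalization 275 rose and 208 fell.

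At E16, Slc8a3 (2.97 ± 0.42, n = 3 and 3), Dhh (1.92 ± 0.36, other probe set -0.14, not called), Inhbb (1.26 ± 0.21), the protease Mmp23 (2.26 ± 0.30), Adamts8 (1.48 ± 0.22) and Wnt9a (1.29 ± 0.28) rose. Ntn4 (-2.92 ± 0.42), Gstm6 (-2.89 ± 0.46), Bcat1 (-2.67 ± 0.40), the imprinted gene Peg10 (-2.44 ± 0.34), Ret (-2.52 ± 0.55), Thbs2 (-1.57 ± 0.24), Thbs1 (-2.12 ± 0.40), Akr1c14 (-1.35 ± 0.23) and Aard (-1.15 ± 0.22) fell. Genes of red blood cells rose, among them Hemgn (7.08 ± 1.14), Ermap (5.23 ± 0.86) and the anion exchanger Slc4a1 (3.17 ± 0.76), and 5 of 18 erythroid genes rose (9 adjusted over the list alone, adjusted p = 8.52e-14, and adjusted p = 0.005 with an estimated correlation). Testis-determination markers given by the study were higher (1 of 10 rose, or 1 adjusted over the list alone, adjusted p = 0.000947, and adjusted p = 0.0189 with an estimated correlation), as were glycolytic genes (0 of 18 called in limma, 3 adjusted over the list alone, adjusted p = 3.22e-07, and adjusted p = 0.0334 with an estimated correlation). Sertoli-cell genes (2 of 25 rose, 1 fell, or 3 and 1 adjusted over the list alone) and cell-cycle genes (1 of 21 rose, or 1 adjusted over the list alone) gave adjusted p = 0.0375 and 2.15e-06, and adjusted p = 0.327 and 0.102 with an estimated correlation. In all, 72 genes rose and 46 fell, 117 without overlap (16.4% of all genes, 10% by chance). Fitted on its 6 arrays alone the comparison called 212 genes, and it called 48 without wild-type array 3.

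At P0, the nuclear receptor Nr5a2 (-2.96 ± 0.43, n = 3 and 3) and the estrogen receptor Esr2 (-2.91 ± 0.51), genes of granulosa cells, the supporting cells of the follicle, fell with loss of Foxl2. So did Nupr1 (-2.46 ± 0.31), Thbs1 (-2.54 ± 0.40), the plexin Plxnc1 (-1.75 ± 0.21) and Smad3, which carries TGF-beta signals (-1.17 ± 0.12). Dhrs2 (-3.63 ± 0.48), Adamdec1 (-3.59 ± 0.40), the anion exchanger Slc26a7 (-3.40 ± 0.38), Clstn2 (-2.07 ± 0.32), Akr1c14 (-1.34 ± 0.23) and the oocyte gene Oosp1 (-2.50 ± 0.54) fell too. Dhh (2.34 ± 0.36), Nr0b1 (1.95 ± 0.32), Cst9 (1.96 ± 0.45), Slc8a3 (3.09 ± 0.42), Chit1 (3.51 ± 0.51), Wnt11 (1.63 ± 0.36) and Gng13 (4.04 ± 0.87, other probe set -0.28, not called) rose. Wnt signalling targets had a median of 0.51 with 0 of 11 called in limma (3 rose adjusted over the list alone, adjusted p = 3.17e-05, and adjusted p = 0.0153 with an estimated correlation). The granulosa and follicle list (3 of 14 fell, or 4 fell and 1 rose adjusted over the list alone) and the oocyte list (1 of 22 fell, or 1 adjusted over the list alone) were lower, and the Sertoli-cell list (3 of 25 rose, or 6 rose and 5 fell adjusted over the list alone), the testis-determination markers (1 of 10 rose, or 2 rose and 1 fell adjusted over the list alone) and ribosomal protein genes (0 of 43 called in limma, 1 adjusted over the list alone) were higher (adjusted p = 0.000769, 6.3e-05, 0.0454, 0.0117 and 7.57e-16), with adjusted p = 0.109, 0.286, 0.342, 0.109 and 0.0952 with an estimated correlation. In all, 44 genes rose and 104 fell, 145 without overlap (12.5% of all genes, 10% by chance). Fitted on its 6 arrays alone the comparison called 50 genes, and it called 90 among the more highly expressed probe sets alone and 92 without wild-type array 3.

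The change of the Foxl2-null effect from E13 to P0 was tested itself. The E13 controls carried 1 intact copy of Foxl2 by their labels and the P0 controls were wild-type, so this change also contains that difference. The Foxl2-null effect was more negative at P0 for Nr5a2 (-3.48 ± 0.61), Esr2 (-3.60 ± 0.71), Dhrs2 (-4.01 ± 0.67), Adamdec1 (-3.50 ± 0.56), Slc26a7 (-3.34 ± 0.54), Thbs1 (-2.85 ± 0.56), Plxnc1 (-1.54 ± 0.29) and Smad3 (-0.93 ± 0.17), and for Khdc1a (-5.56 ± 0.49), which rose at E13. Chit1 moved the other way (3.75 ± 0.72, n = 12 arrays). The test called 60 genes, 16 more positive and 44 more negative at P0. The count was 121 with arrays of the same number paired at E13 and 2 when the 12 arrays were fitted alone. Leaving out single arrays gave 22 to 314 genes, and quantile normalization gave 27 more positive and 71 more negative. Meiotic genes had a median change of 1.07 (0 of 26 called in limma, 3 adjusted over the list alone, adjusted p = 9.89e-10), granulosa genes of -0.23 (2 of 14 called, or 3 adjusted over the list alone, adjusted p = 0.0379) and Wnt signalling targets of 0.56 (0 of 11 called in limma, 1 adjusted over the list alone, adjusted p = 0.00127), with adjusted p = 0.237, 0.41 and 0.128 with an estimated correlation. Of the same 17 top-ranking genes printed as lower, 5 fell further at P0 (13 adjusted over the list alone, adjusted p = 9.39e-17), which is not independent evidence. At an unadjusted p under 0.05, limma called 2018 genes. Genes called at E16 and at P0 overlapped, and all 28 in both lists changed the same way; for E13 with E16 and E13 with P0 the numbers were 9 of 9 and 8 of 8.

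In Kit mutant ovaries, which lack most germ cells, loss of Foxl2 at P0 tested whether its effect needs them. Nr0b1 (1.68 ± 0.32, n = 3 and 3), Inhbb (1.28 ± 0.21), Slc8a3 (2.38 ± 0.42), Fbln2 (1.36 ± 0.21), Jakmip1 (1.96 ± 0.36) and Dmrt1 (2.98 ± 0.49) rose. Dmrt1 went from a signal of 0.0201 to 0.226, and with a start so near the pseudocount the size of its change depends on it. Akr1c18, which breaks down progesterone (-4.42 ± 0.73), Akr1c14 (-2.10 ± 0.23), Hsd3b1 (-2.58 ± 0.35), Pla2r1 (-3.45 ± 0.42, other probe set 0.88, not called), Slc26a7 (-2.67 ± 0.38), Ntn4 (-2.50 ± 0.42), Thbs2 (-1.76 ± 0.24), Ret (-2.42 ± 0.55), Aard (-1.37 ± 0.22) and Kitl (-0.98 ± 0.25) fell. The germ-cell genes Dppa3 (-3.85 ± 0.69), Nobox (-2.99 ± 0.66), Mael (-3.20 ± 0.56) and Gtsf1 (-3.96 ± 0.77) also fell. Of the lists, oocyte (4 of 22 fell, or 9 adjusted over the list alone), germ-cell (2 of 12 fell, or 6 adjusted over the list alone) and fetal ovary somatic genes (4 of 23 fell, or 4 fell and 1 rose adjusted over the list alone) were lower, and Sertoli-cell (5 of 25 rose, 2 fell, or 8 and 5 adjusted over the list alone) and stromal genes (0 of 16 called in limma or adjusted over the list alone) were higher (adjusted p = 2.62e-10, 6.29e-07, 0.0128, 0.00674 and 0.000889), with adjusted p = 0.0916, 0.151, 0.583, 0.161 and 0.399 with an estimated correlation. Foxl2 itself is among the fetal ovary somatic falls. Testis-determination markers given by the study were higher (1 of 10 rose, or 3 adjusted over the list alone, adjusted p = 9.81e-05, and adjusted p = 0.00661 with an estimated correlation). In all, 52 genes rose and 152 fell, 191 without overlap (11.03% of all genes, 10% by chance). Fitted on its 6 arrays alone the comparison called 20 genes, and it called 135 without Kit Foxl2 double mutant array 1. Another split of the same 6 arrays called 314 genes, more than the real one with 204. All 29 genes called both here and on loss of Foxl2 alone at P0 changed the same way (r = 0.228 across genes, which are not independent replicates). Between P0 and the Wnt4-null background 17 of 20 did and 3 changed the opposite way (r = 0.111), and between the Kit mutant and Wnt4-null backgrounds 12 of 14 did and 2 the opposite way (r = 0.164).

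In Wnt4-null ovaries, loss of Foxl2 at P0 raised the testis factors Dmrt1 (2.67 ± 0.49, n = 3 and 3) and Sox9 (1.84 ± 0.36), with Ptgds (2.68 ± 0.46), the retinoic acid-degrading enzyme Cyp26b1 (1.75 ± 0.35), Serpina5 (5.34 ± 0.52), the Notch target Hes5 (3.54 ± 0.67) and Pnmt, which makes adrenaline (3.46 ± 0.45). Fst (-2.04 ± 0.33), Runx1 (-1.25 ± 0.26), the R-spondin receptor Lgr5 (-1.84 ± 0.44), the chondromodulin Cnmd (-4.33 ± 0.47), Apoa1 (-2.96 ± 0.26) and Thbs1 (-2.61 ± 0.40) fell. Of 25 Sertoli-cell genes 6 rose (17 rose and 2 fell adjusted over the list alone), with a median of 1.07 (adjusted p = 4.37e-18, and adjusted p = 1.55e-05 with an estimated correlation). Fetal ovary somatic genes (5 of 23 fell, or 9 fell and 1 rose adjusted over the list alone), surface epithelium (0 of 9 called in limma, 8 adjusted over the list alone), meiotic (1 of 26 fell, or 2 adjusted over the list alone), oocyte (0 of 22 called in limma or adjusted over the list alone) and germ-cell genes (0 of 12 called in limma or adjusted over the list alone) were lower (adjusted p = 7.85e-09, 7.88e-07, 4.09e-05, 0.00281 and 0.000681), with adjusted p = 0.0553, 0.101, 0.51, 0.51 and 0.4 with an estimated correlation. The fetal ovary somatic falls include Foxl2 itself. A list of fetal ovary somatic probe sets that the study drew from published arrays was lower too (10 of 82 fell, or 21 fell and 1 rose adjusted over the list alone, adjusted p = 1.77e-13, and adjusted p = 0.0553 with an estimated correlation). In all, 73 genes rose and 93 fell, 161 without overlap (17.9% of all genes, 10% by chance), and 70 were called without double null array 1.

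Whether Foxl2 loss acted otherwise in Wnt4-null than in control ovaries at P0 was tested as an interaction (n = 12 arrays). By their labels the Wnt4-null ovaries carried 1 intact copy of Foxl2, while the controls were wild-type, so the interaction also contains that difference. The effect was more positive without Wnt4 for Serpina5 (5.79 ± 0.73), Hes5 (5.21 ± 0.94), Ptgds (4.50 ± 0.65), Sel1l3 (4.32 ± 0.69), Gstm7 (1.82 ± 0.24) and Akr1c14 (1.51 ± 0.32), and more negative for the meiotic cohesin Rec8 (-4.55 ± 0.98), Stra6, which takes up retinol (-2.80 ± 0.48), Slc8a3 (-2.64 ± 0.60), Fndc5 (-2.17 ± 0.33) and Runx1 (-1.94 ± 0.37). The interaction called 46 genes with a more positive and 22 with a more negative effect, or 32 and 27 after quantile normalization. Leaving out single arrays gave 42 to 98 genes, the lowest without double null array 1. At an unadjusted p under 0.05, limma called 1443. Sertoli-cell genes had a median difference of 1.02 (2 of 25 called, or 12 more positive and 3 more negative adjusted over the list alone, adjusted p = 3.02e-07, and adjusted p = 0.00571 with an estimated correlation). Wnt signalling targets (median -0.62, 0 of 11 called in limma, 4 adjusted over the list alone, adjusted p = 3.65e-06) and the study's fetal ovary somatic list (3 of 82 called, or 21 adjusted over the list alone, adjusted p = 1.12e-17) were more negative, and both calls held with an estimated correlation. The fetal ovary somatic list fixed here (median -0.60; 1 called each way, or 4 more positive and 11 more negative adjusted over the list alone) and ribosomal protein genes (median -0.21, 0 of 43 called in limma or adjusted over the list alone) gave adjusted p = 3.93e-05 and 9.2e-10, and adjusted p = 0.183 and 0.209 with an estimated correlation.

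Genes that lost expression without Foxl2 in all 3 models, namely the 3-stage average, Wnt4-null ovaries and Kit mutant ovaries, were Foxl2, Plxnc1, Lrrc4, Clstn2, Ramp1, Nupr1, Ephx2, Ntn4 and Chn2. Clstn2 fell by 1.52 ± 0.18, 1.35 ± 0.32 and 1.64 ± 0.32 in the 3 models in this order, the synaptic adhesion gene Lrrc4 by 0.93 ± 0.19, 1.71 ± 0.32 and 1.5 ± 0.32, and the receptor activity modifier Ramp1 by 0.73 ± 0.18, 1.79 ± 0.32 and 1.61 ± 0.32. Ephx2, an epoxide hydrolase, and Nupr1 fell by 3.59 ± 0.25 and 3.55 ± 0.31 in Wnt4-null ovaries, further than in the others. These were 9 genes, where 0.00859 would be expected if the 3 lists were independent. Foxl2 is 1 of the 9, and of each pair of models below, because it was deleted. In all 3 models 0 genes rose (0.00155 expected). In limma, 18 genes fell in the average and in Wnt4-null ovaries (1.03 expected), 45 in the average and in Kit mutant ovaries (1.68 expected) and 10 in the latter pair (0.777 expected), and 3, 16 and 2 rose. The genes that fell in all 3 models each stand in some column of a table of the study that was drawn from these samples, so they are not independent evidence. Of the 9, 8 were lower in testis than ovary at P0, Foxl2 among them. In Wnt4-null and Kit mutant ovaries, 10 and 12 of the 17 top-ranking genes printed as lower fell (16 and 15 adjusted over the list alone), and 1 and 5 of 19 printed as higher rose (5 and 18 adjusted over the list alone); the study chose them on these samples, so they are not independent evidence. With a pseudocount of 1 the number was 4, and leaving out single arrays gave 5 to 9.

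**Figure D4:**
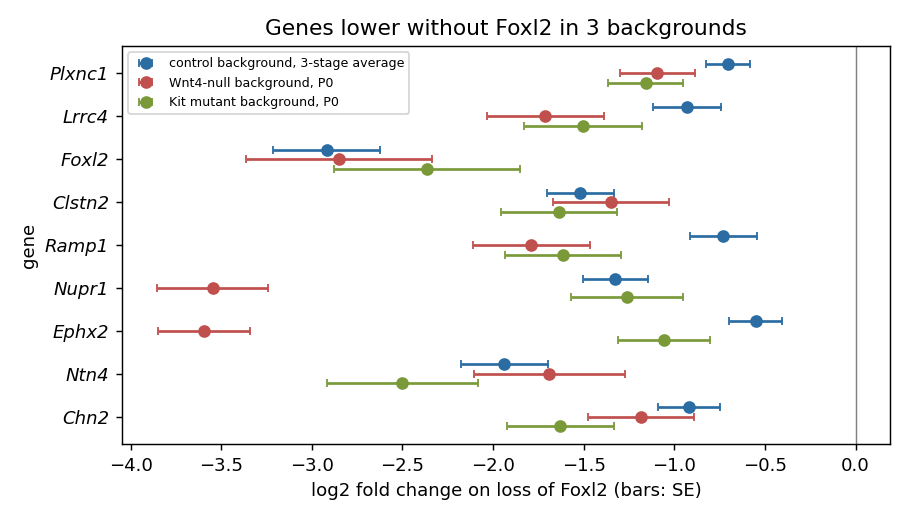
Log2 fold change on loss of Foxl2 (points, with bars for SE) of the 9 genes that fell in all 3 models. Ephx2 and Nupr1 fell furthest in Wnt4-null ovaries, by 3.59 and 3.55.

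Wnt4-null ovaries of E15 were compared with their controls to set the effect of Wnt4 beside that of Foxl2. Among the genes that fell were Axin2 (-1.51 ± 0.24, n = 2 and 2), Msx1 (-2.55 ± 0.48), Msx2 (-3.34 ± 0.60), Rnf43 (-2.12 ± 0.50), Sp5 (-2.57 ± 0.63) and Lef1 (-1.28 ± 0.34). Not all of these are in the fixed list of Wnt signalling targets. The estradiol-making enzyme Hsd17b1 rose by 4.56 ± 0.57, Nupr1 by 4.39 ± 0.38, Esr2 by 3.64 ± 0.62, Nr5a2 by 2.08 ± 0.53, Inhba by 2.75 ± 0.59, Inhbb by 1.41 ± 0.26, Dhh by 2.27 ± 0.45 (other probe set -0.14, not called) and Cbln4 by 2.29 ± 0.53. Pdgfra (1.37 ± 0.24), the hedgehog receptor Ptch1 (1.09 ± 0.21), the collagen Col4a4 (1.79 ± 0.27) and the guidance receptors Robo1 (1.34 ± 0.23) and Plxnc1 (1.65 ± 0.25) rose, with the matrix gene Fbln2 (1.55 ± 0.26, other probe set -0.07, not called), the macrophage genes Lyz2 (2.71 ± 0.50) and Ctss (1.94 ± 0.34) and endothelial Cdh5 (0.75 ± 0.20). Sox9 (-1.60 ± 0.44), Il13ra2 (-3.25 ± 0.42), Chit1 (-3.04 ± 0.62), Akr1c14 (-1.13 ± 0.28), the aldolase Aldoc (-1.77 ± 0.35) and Gstm7 (-1.37 ± 0.21, other probe set 0.35, not called) fell. Foxl2 read 10.9 in controls and 5.65 without Wnt4 (log2 -0.95 ± 0.63, adjusted p = 0.588). In all, 272 genes rose and 106 fell (192 and 127 after quantile normalization), 375 of them without overlap. This held for 44.4% of all genes, where chance gives 1 gene in 3 with 2 arrays against 2. Fitted on its 4 arrays alone the comparison called 194 genes, against controls of 4 stages 828, and 122 without Wnt4-null array 1.

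By lists at E15, fetal ovary somatic genes were lower (9 of 23 fell, 1 rose, or 14 and 1 adjusted over the list alone, adjusted p = 1.67e-15), as were Wnt signalling targets (4 of 11 fell, or 6 adjusted over the list alone, adjusted p = 1.51e-08) and the fetal ovary somatic list that the study drew from published arrays (13 of 82 fell, or 34 adjusted over the list alone, adjusted p = 3.54e-23). Stroma (6 of 16 rose, or 13 adjusted over the list alone, adjusted p = 4.14e-16), macrophage (6 of 16 rose, or 7 adjusted over the list alone, adjusted p = 1.44e-11) and granulosa genes (5 of 14 rose, 1 fell, or 6 and 1 adjusted over the list alone, adjusted p = 1.37e-05) were higher, as was a list of the study for somatic cells of growing ovaries (17 of 79 rose, or 38 adjusted over the list alone, adjusted p = 3.15e-20). These 7 calls held with an estimated correlation. The fetal ovary somatic list fixed here holds Wnt4, so its count of falls includes the deleted gene. Extracellular matrix genes were higher (9 of 108 rose, or 28 rose and 1 fell adjusted over the list alone, adjusted p = 6.75e-09, and adjusted p = 0.104 with an estimated correlation) and glycolytic genes lower (1 of 18 fell, or 4 fell and 2 rose adjusted over the list alone, adjusted p = 0.000168, and adjusted p = 0.149 with an estimated correlation). Erythroid, ribosomal protein and oxidative phosphorylation genes had medians of -0.54, -0.13 and -0.19 (0 of 18, 43 and 77 called in limma or adjusted over the list alone, adjusted p = 0.0238, 5.87e-05 and 1.71e-06, and adjusted p = 0.366, 0.366 and 0.402 with an estimated correlation). Against controls of 4 stages these medians were 0.10, 0.12 and -0.03, so the direction of the erythroid and ribosomal protein lists turned. For oxidative phosphorylation the median stayed under 0, but camera's direction turned and the call ended (adjusted p = 0.969). The erythroid median also rested on 1 array: without E15 control array 2 it was 0.0576.

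At P0, Wnt4-null ovaries had many steroidogenic transcripts. The adrenal enzymes Cyp21a1 (6.16 ± 0.53, n = 3 and 3) and Cyp11b1 (4.65 ± 0.57) rose with Cyp17a1 (5.50 ± 0.69), Hsd17b3 (4.23 ± 0.47), Hsd17b1 (5.62 ± 0.47) and the cholesterol carrier Star (2.55 ± 0.32). Dhh (4.92 ± 0.36), Inhba (4.68 ± 0.48), Inhbb (2.33 ± 0.21), Dmrt1 (2.03 ± 0.49), Cnmd (5.58 ± 0.47), Pdgfra (2.27 ± 0.20) and Cdh5 (1.46 ± 0.16) rose. The Wnt targets Axin2 (-1.5 ± 0.20), Lgr5 (-2.72 ± 0.44) and Msx2 (-2.95 ± 0.49), the oocyte genes Zp2 (-3.92 ± 0.58), Zp3 (-4.63 ± 1.16) and Gdf9 (-3.80 ± 0.33), and Foxl2 (-1.54 ± 0.51) fell. By their labels these Wnt4-null ovaries carried 1 intact copy of Foxl2, while the controls were wild-type. The comparison, and the fall of Foxl2 above all, also contains that difference. A total of 1280 genes rose and 1782 fell, 2944 without overlap (33.7% of all genes, 10% by chance), and 1914 were called without wild-type array 2. Steroidogenic (5 of 7 rose, or 5 adjusted over the list alone), adrenal cortex (2 of 5 rose, or 3 adjusted over the list alone), Sertoli-cell (8 of 25 rose, 1 fell, or 10 and 1 adjusted over the list alone) and stromal genes (11 of 16 rose, or 13 adjusted over the list alone) were higher, and oocyte (19 of 22 fell, or 21 adjusted over the list alone) and fetal ovary somatic genes (14 of 23 fell, or 18 adjusted over the list alone) lower (adjusted p = 4.4e-10, 7.83e-07, 1.35e-07, 4.27e-15, 1.14e-15 and 3.02e-09), and these calls held with an estimated correlation. Wnt4 itself is among the fetal ovary somatic falls. Meiotic (16 of 26 fell, or 19 adjusted over the list alone), germ-cell (9 of 12 fell, or 11 adjusted over the list alone), endothelial (3 of 17 rose, or 8 adjusted over the list alone) and macrophage genes (3 of 16 rose, or 4 adjusted over the list alone) gave adjusted p = 1.35e-07, 9.27e-07, 0.000191 and 0.0018, and adjusted p = 0.133, 0.0848, 0.133 and 0.164 with an estimated correlation.

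The effects of losing Foxl2 and Wnt4 were then set against each other, using the 3-stage average for Foxl2 and E15 for Wnt4, which share no arrays but come from different mixes of strains. Plxnc1, Nupr1, Nr5a2, Robo1 and Ephx2 fell without Foxl2 and rose without Wnt4; Chit1 did the reverse. The average of Nr5a2 and Chit1 rested on the stages after E13: at E13 they read 0.52 ± 0.43 and -0.23, neither called. Plxnc1 and Ephx2 were called at P0 and not at E13 or E16. Dhh, Inhbb and Fbln2 rose, and Akr1c14, Gstm6, Gstm7 and Il13ra2 fell, in both. Of 49 genes called in both, 22 changed the same way (3.19 expected by chance) and 27 the opposite way (3.79 expected), of which 21 fell without Foxl2 and rose without Wnt4. These counts were not stable. Without Foxl2-null E13 array 3, 35 changed the same way, and without Foxl2-null E13 array 1, 40 changed the opposite way. Leaving out other arrays lowered either count, and quantile normalization lowered the opposite-way count. The 27 include Wnt4 itself, whose fall is the deletion and whose rise without Foxl2 had adjusted p = 0.0557 with arrays of the same number paired. Among the 49 genes, the majority that fell without Foxl2 and rose without Wnt4 depended on the controls used, as given below. The directions were not associated (Fisher's exact test, two-sided p = 1). Across genes, which are not independent replicates, Pearson's r was -0.057 (jackknife SE 0.0993) and Spearman's rho -0.091. With controls of 4 stages, and so of both mixes of strains, shared by both effects, 38 genes changed the same and 38 the opposite way. Of the latter, 16 fell without Foxl2 and rose without Wnt4, and 22 did the reverse. The value of r was -0.059, where the shared controls alone gave 0.268 in simulation (covariance -0.0082 against 0.015). Wnt4-null ovaries of E15 shared more with testis of E13: 162 of 171 genes called in both changed the same way (r = 0.332, rho = 0.324).

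Kit mutant ovaries of P0 lack most germ cells and carried 1 intact copy of Foxl2 by their labels. They were compared with wild-type ovaries, which does not separate loss of germ cells from other effects of the genotype. The RNA-binding protein Dazl fell by 4.72 ± 0.39 (n = 3 and 3), the meiotic genes Syce3 and Hormad1 by 4.45 ± 0.39 and 4.98 ± 0.46, Lhx8 by 5.31 ± 0.85, Gdf9 by 3.71 ± 0.33 and Tex101 by 5.83 ± 0.76, with the cell-division genes Birc5 (-2.22 ± 0.15) and Bub1 (-2.73 ± 0.27). Wnt4 (1.58 ± 0.28), Fst (1.67 ± 0.33), Sox9 (1.15 ± 0.36), endothelial Cldn5 (1.73 ± 0.27), Shbg (1.81 ± 0.32), Rgcc (3.71 ± 0.30) and Gng13 (5.58 ± 0.87) rose. Cyp11a1, which starts steroid synthesis, rose by 2.04 ± 0.40 at its brightest probe set, but another fell by 2.17 (adjusted p = 0.0116), so its direction stays open. Germ-cell (11 of 12 fell, or 11 adjusted over the list alone) and oocyte genes (19 of 22 fell, or 19 adjusted over the list alone) and a list of the study for fetal oocytes (40 of 76 fell, 7 rose, or 41 and 8 adjusted over the list alone) were lower (adjusted p = 6.39e-18, 8.7e-18 and 2.38e-11), and these calls held with an estimated correlation. Meiotic (20 of 26 fell, 1 rose, or 21 and 1 adjusted over the list alone) and cell-cycle genes (8 of 21 fell, or 10 fell and 1 rose adjusted over the list alone) were lower, and endothelial (8 of 17 rose, or 9 adjusted over the list alone), axon guidance (25 of 70 rose, 3 fell, or 27 and 3 adjusted over the list alone) and fetal ovary somatic genes (7 of 23 rose, or 8 adjusted over the list alone) higher (adjusted p = 5.01e-21, 6.96e-09, 0.00201, 0.00201 and 0.0427), with adjusted p = 0.0773, 0.122, 0.481, 0.364 and 0.615 with an estimated correlation. The median of all genes was 0.23 higher in the mutant (0.05 after quantile normalization), so rises of that size carry no information on single genes. In all, 3144 genes rose and 2410 fell (2078 and 2666 after quantile normalization), 5100 without overlap (43.5% of all genes, 10% by chance), and 3291 were called when the 6 arrays were fitted alone.

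Ovaries with 1 intact Foxl2 allele were compared at E16 with wild-type and with null ovaries to ask whether 1 allele suffices. Foxl2 itself read 15.6 in wild-type and 13.2 in heterozygous ovaries (log2 -0.23 ± 0.51, adjusted p = 0.966, n = 3 and 3). The second Foxl2 probe set read 0.274 to 0.355 in wild-type and 0.166 to 0.228 in heterozygous ovaries, without overlap (log2 -0.60 ± 0.27, adjusted p = 0.876). Against wild-type, limma called 1 gene, B3galt6, a galactosyltransferase (3.86 ± 0.66), which was also higher in null ovaries of E16 (3.94 ± 0.66). Leaving out single arrays gave 0 to 12 genes, and another split of the same arrays called 10. At an unadjusted p under 0.05 in limma there were 1018 genes. Erythroid genes were higher in heterozygous ovaries (median 1.48, 0 of 18 called in limma, 8 adjusted over the list alone, adjusted p = 3.02e-10, and adjusted p = 0.052 with an estimated correlation), as were cell-cycle genes (median 0.27, 0 of 21 called in limma or adjusted over the list alone, adjusted p = 8.69e-06, and adjusted p = 0.243 with an estimated correlation). The 10 testis-determination markers had a median of 0.23 (adjusted p = 0.0836), and between null and heterozygous ovaries of 0.14 (adjusted p = 0.126). Across genes the heterozygous and null effects had r = 0.632, where the shared wild-type arrays alone gave 0.501 in simulation (covariance 0.0812 against 0.0538). Against Foxl2-null effects that share no arrays with it, the heterozygous effect had r = -0.109 at E13, 0.074 at P0, 0.015 in Kit mutants and -0.145 in Wnt4-null ovaries. Foxl2-null effects of different stages correlated little themselves (0.071 for E13 with E16, 0.052 for E13 with P0 and 0.209 for E16 with P0), so these values do not settle whether the heterozygous response is shared.

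Null ovaries differed from heterozygous ovaries of E16 in 24 genes, of which 6 rose and 18 fell and 24 did not overlap (12.4% of all genes, 10% by chance). Slc8a3 (2.44 ± 0.42, n = 3 and 3), Adamts8 (1.64 ± 0.22) and Inhbb (1.31 ± 0.21) rose, and Foxl2 (-2.46 ± 0.51), Pla2r1 (-2.70 ± 0.42), Il13ra2 (-2.52 ± 0.35), Bcat1 (-2.38 ± 0.40), Ntn4 (-2.14 ± 0.42), Peg10 (-1.62 ± 0.34) and Akr1c14 (-1.46 ± 0.23) fell. Among the top-ranking genes that the study prints for Foxl2 loss alone, an excerpt of its lists, 7 of 16 fell (12 adjusted over the list alone, adjusted p = 4.81e-46) and 4 of 18 rose (9 adjusted over the list alone, adjusted p = 9.03e-31), and 1 of the 18 rose in heterozygous ovaries (8 adjusted over the list alone, adjusted p = 6.14e-16); the study chose them on these samples, so they are not independent evidence of direction. Fetal ovary somatic genes were lower in null than heterozygous ovaries (2 of 23 fell, or 3 fell and 1 rose adjusted over the list alone, adjusted p = 0.00234, and adjusted p = 0.43 with an estimated correlation). Foxl2 itself, the deleted gene, is in this list and is 1 of the 2. Fitted on its 6 arrays alone the comparison called 44 genes, and it called 11 without heterozygous array 2.

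The P0 ovaries were placed between ovary (0%) and testis (100%) by 200 testis-high and 200 ovary-high genes chosen on the E13 arrays, which were not scored. Wnt4-null ovaries lay at 55.4% ± 5.30 (SD, n = 3) and Wnt4 Foxl2 double null ovaries at 83.7% ± 10.4 (SD, n = 3), with testes at 100% ± 5.64 (SD, n = 3). These testes lacked Wnt4 as well, so part of the position of the Wnt4-null groups can reflect that shared genotype. Foxl2-null ovaries lay at -9.16% ± 0.976 (SD, n = 3), Kit mutants at 8.68% ± 1.31 (SD, n = 3) and Kit Foxl2 double mutants at 11.3% ± 4.80 (SD, n = 3). Loss of Foxl2 thus added 28.3 points in Wnt4-null ovaries and 2.60 points in Kit mutants. In exact permutation tests, two-sided, Wnt4-null, Foxl2-null and Kit mutant ovaries against wild-type and the double null against Wnt4-null ovaries each gave p = 0.1, the smallest that 3 against 3 arrays allow; the Kit pair gave p = 0.5, and testis against Wnt4 Foxl2 double null p = 0.2. The positions of the Foxl2-null and Kit mutant ovaries depended on the number of genes and on single arrays.

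**Figure D5:**
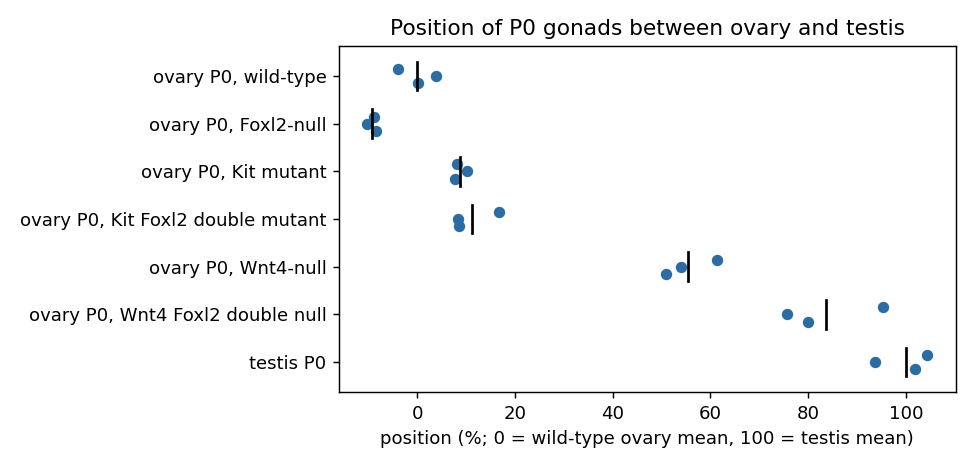
Position of each P0 array (points) and group mean (lines) between wild-type ovary (0%) and testis (100%) on genes chosen at E13. Wnt4-null ovaries average 55.4% and Wnt4 Foxl2 double null ovaries 83.7%.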

Values the study reported

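The study compared 141 gonadal samples, 43 of which were its own. In its own samples, the leading principal component of developmental gonadal markers held about 40% of the variance. It listed 190 genes as lower and 78 as higher in all ovaries without Foxl2, whether alone or combined with loss of Wnt4 or Kit. Between its Foxl2 and Wnt4 lists, 610 genes changed the same way and 1628 the opposite way. Testis-determining genes as a set were higher in heterozygous than wild-type ovaries (p under 0.03), and the study gave p = 0.20 for heterozygous against null ovaries.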

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

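Tests of germ-cell number and of a batch shared by arrays with the same number at E13, of scaling and of a rise at every stage for erythroid genes, and of the germ-cell share in Wnt4 Foxl2 double null ovaries, and the count of splits that part the E13 pairs for the change with stage, were tests chosen only after the result was seen.

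The change of the Foxl2-null effect from E13 to P0 was picked out by a test of the difference itself, which called 16 genes with a more positive and 44 with a more negative effect at P0, the latter including Nr5a2 and Esr2. Of 100 splits of its arrays, 6 called as many genes as the real one, itself included, with up to 125 against 60, so chance cannot be excluded for this count. Of the 39 splits that part all 3 E13 pairs, 3 did, again with the real one included, and the others reached up to 69, so this also held among them. The test does not separate stage from the single intact Foxl2 copy that the labels give the E13 controls.

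Meiotic genes changed between stages by a median of 1.07, because the list was lower without Foxl2 at E13. Of 11 germ-cell genes outside that list the median at E13 was -0.61 (SE 0.275), which goes with fewer germ cells in the null ovaries. The null array differed from the control array of its own number by a mean of -1.01 (SD 0.174, n = 3 pairs), but each number holds 1 array of each group, so this mean is the group difference itself and tests no batch. Younger null embryos stay open: outside the germ-cell lists, the E13 change and the change of control ovaries from E13 to E16 correlated at 0.0646 (jackknife SE 0.222; -0.0287 to 0.209 leaving out single arrays), with a covariance of 0.0172, where the shared controls alone gave 0.0561. A delay of meiosis and a loss of germ cells may both lie behind it, and these arrays do not separate them.

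Erythroid genes were higher in null ovaries at E16, which was weighed because Hemgn and Ermap rose the most among the named genes. Across the 18 genes, the change at E16 correlated at 0.794 (SE 0.0688) with the difference between the 2 E15 control arrays, of which 1 was higher for 16 of the 18, by a median of 1.03, so a varying share of blood in the dissected gonads is a candidate explanation. Scaling was argued against, since the median was 1.66 (SE 0.534) after quantile normalization. So was a rise at every stage, since the median was -0.0306 (SE 0.111) at P0 and 0.29 at E13. Heterozygous ovaries had a median of 1.48, and endothelial and macrophage genes in the null ovaries 0.08 and 0.19, so wild-type arrays with little blood stay possible too.

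The interaction of Foxl2 with Wnt4 was picked out by its own test, which called 46 genes with a more positive and 22 with a more negative effect of Foxl2 loss in Wnt4-null ovaries. Of 100 splits, only the real one called as many, 68 against up to 47. Without double null array 1 the count was 42, under that 47. Splits that mix null with control arrays also disturb the effect of Foxl2 common to both backgrounds, so they do not test the interaction alone. Chance is therefore less likely but not excluded. The test does not separate loss of Wnt4 from the single intact Foxl2 copy of the Wnt4-null ovaries.

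Sertoli-cell genes had a median interaction of 1.02 and the fetal ovary somatic list of -0.60, both picked out by the same test, and the first was weighed. A lower share of germ cells was argued against: 58 stromal, endothelial, smooth muscle and macrophage markers had a median change of 0.06 (SE 0.0485) in double null against Wnt4-null ovaries, where Sertoli-cell genes had 1.07, and Kit mutants, with germ-cell genes at -4.31, had Sertoli-cell genes at 0.26. Mixed-in testis tissue would move testis-high genes toward testis alike. Such genes outside the list (199) moved a median of 35.7% (SE 2.26, 25th to 75th percentile 16.3% to 53.4%). For 11 Sertoli-cell genes it was 60.2% (SE 15.8). The paper reports sex reversal of double null ovaries. What it would give here was not tested, so both stay open.

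Null and heterozygous ovaries of E16 differed in 24 genes, picked out because the difference between the genotypes was itself tested; other splits called up to 8, and 10 splits are too few for a share under 0.05.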

How the results depend on the processing

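The average over E16 and P0 alone and the pseudocounts of 1, 16 and 5% of the common mean were tests chosen only after the result was seen; the other alternatives were set before the data were examined. The cause of a change with a setting was not tested unless a sentence says so.

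Fitted on only the arrays compared, limma called 197 genes for the Foxl2-null average, 2 at E13, 212 at E16, 50 at P0, 20 in Kit mutants, 194 for Wnt4-null ovaries of E15, 44 for null against heterozygous ovaries, 3291 for Kit mutants and 2 for the change with stage. Quantile normalization gave 483 at E13, 2 for heterozygous ovaries, 98 for the change with stage and 17 genes changed the opposite way without Foxl2 and Wnt4. The split into rises and falls then moved to 215 and 179 for the average, 275 and 208 at E13, 192 and 127 for Wnt4-null ovaries of E15, 1 and 1 for heterozygous ovaries, 2078 and 2666 for Kit mutants and 32 and 27 for the interaction; at E13 it was 45 and 156 with a pseudocount of 1 or 16 and 182 and 174 with 5%. Without low signals the counts were 90 at P0, 2 for heterozygous ovaries and 26 for the change with stage, and positions were -12.1% for Foxl2-null ovaries, 5.67% for Kit mutants and 5.91% for Kit Foxl2 double mutants. Adjustment over 1 probe set per gene gave 133 at E13.

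Against controls of 4 stages, Wnt4-null ovaries of E15 gave 828 genes and medians of 0.10 for erythroid genes (adjusted p = 0.0776), 0.12 for ribosomal protein genes (adjusted p = 0.000425) and -0.0328 for oxidative phosphorylation genes, with the direction of the first 2, and of camera's test for the last (adjusted p = 0.969), turned. This setting adds arrays, stages and another mix of strains at once. With shared controls, 38 genes changed the same way without Foxl2 and Wnt4. With a pseudocount of 1 the 3 models shared 4 genes, and Foxl2-null ovaries lay at -10.2% and Kit mutants at 13.99%; with 16 these were 4, -10.18% and 13.98%; with 5% positions were -11.6%, 3.14% and 3.62% (Kit Foxl2 double mutants). With 50 genes per direction positions were -4.62%, 12.2% and 17.5%, and with 500 genes -10.4%, 4.44% and 4.36%. The first component held 29.4% of the variance of the 300 most variable probe sets and 17.9% of ranks. With an estimated correlation 103 tests of a list were called.

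With the replicate block, that is arrays of the same number taken as pairs, E13 gave 500 genes and the change with stage 121. Wnt4 in the average had adjusted p = 0.0557 with it (0.0159 to 0.124 over its alternatives), and it changed no other call among the paired E13 results; for the other groups, whose numbers do not pair, it moved no count past 1.5 times.

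Another probe set of the gene turned the direction of Adamts16 in the average (0.39) and at E13 (0.63), Bmp8b (-0.17) and Slc8a3 (-1.18) at E13, Dhh at E16 (-0.14), in Wnt4-null ovaries of E15 (-0.14) and in testis of E13 (-0.0185), Gng13 at P0 (-0.28), Pla2r1 in Kit mutants (0.88), Gstm7 (0.35) and Fbln2 (-0.0706) in Wnt4-null ovaries of E15 and Cyp11a1 in Kit mutants (-2.17, adjusted p = 0.0116). Of 164 named genes with another probe set, 90 kept their call, 62 lost it and 12 turned. Over E16 and P0 alone, meiotic genes had a median of 0.037 (adjusted p = 0.715), so their place in the average rests on E13.

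Of 265 named results for genes, 256 kept their call after quantile normalization, 233 with a pseudocount of 1, 233 with 16, 260 with 5%, 262 with the replicate block and 196 in fits on the arrays compared; 194 kept it without any single array. Of 103 results for lists, 45 kept their call with an estimated correlation and 58 lost it; 98 kept it after quantile normalization, 97 with a pseudocount of 1 and 101 with 5%, and 83 kept it without any single array. The erythroid median in Wnt4-null ovaries of E15 ranged from -1.53 to 0.0576 (adjusted p = 0.861), the latter without E15 control array 2.

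Leaving out 1 array at a time gave 208 to 465 genes for the Foxl2-null average (208 and 210 without E16 null arrays 1 and 3). E13 ranged from 37 to 1460 (83, 37 and 488 without control arrays 1, 2 and 3, and 162 and 1460 without null arrays 1 and 3), E16 from 48 to 111 (69, 60 and 48 without wild-type arrays 1, 2 and 3, and 52 without null array 1 and 52 without null array 3), and P0 from 92 to 202 (96 and 92 without wild-type arrays 2 and 3). In Wnt4-null ovaries the range was 70 to 147 (79 and 86 without Wnt4-null arrays 2 and 3, 70 without double null array 1) and in Kit mutants 135 to 223 (135 without double mutant array 1). Wnt4-null ovaries of E15 gave 122 to 264 (140 without control array 2, 122 and 208 without Wnt4-null arrays 1 and 2); there the lone array left in a group is assumed to vary like the other groups. Wnt4-null ovaries of P0 gave 1914 to 3130 (1914 without wild-type array 2). Heterozygous ovaries gave 0 to 12 (4, 0 and 0 without wild-type arrays 1, 2 and 3, and 3, 0 and 12 without heterozygous arrays 1, 2 and 3), and null against heterozygous ovaries 11 to 24 (15, 15 and 14 without null arrays 1, 2 and 3, 11 and 12 without heterozygous arrays 2 and 3). The change with stage gave 22 to 314 (22 and 136 without E13 control arrays 2 and 3, 34, 108 and 314 without E13 null arrays 1, 2 and 3, 96, 28 and 30 without P0 wild-type arrays 1, 2 and 3, and 34 without P0 null array 2), and the interaction 42 to 98 (43 without Wnt4-null array 1, 42 without double null array 1).

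The 3 models shared 5 to 9 genes, with 5 without E16 wild-type array 2 or 3, E16 null array 2, Kit mutant array 2 or Wnt4-null array 2 of P0. Genes changed the same way without Foxl2 and Wnt4 numbered 10 to 35 (35 without E13 null array 3, 10 without E15 control array 2, 13 without Wnt4-null array 2 of E15) and the opposite way 10 to 40 (16 without E13 control array 1, 15 and 16 without E16 wild-type arrays 2 and 3, 16 and 15 without E16 null arrays 1 and 3, 16 without P0 wild-type array 3, 16 and 13 without E15 control arrays 1 and 2, and 10 and 16 without Wnt4-null arrays 1 and 2 of E15). Foxl2-null positions ranged from -11.8% to -7.53%, without P0 wild-type arrays 1 and 2, Kit mutants from 4.30% to 16.8% (13.4% without E13 testis array 1, 16.8% and 4.30% without E13 ovary arrays 1 and 2, 6.59% and 10.2% without P0 wild-type arrays 1 and 2), and double Kit Foxl2 mutants from 4.56% to 22.6% (17.8% without E13 testis array 1, 22.6% and 4.56% without E13 ovary arrays 1 and 2). Testis against ovary gave 1022 to 1509 genes at E13 and 3836 to 5020 at P0, and Kit mutants 3808 to 5106. Wnt4-null positions were 52.4% to 57.9%, double null positions 77.98% to 87.8% and the correlation of the Foxl2 and Wnt4 effects -0.119 to -0.00636.

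Other splits of the arrays were counted. For the average, only the real one of 100 splits called as many genes (336, others up to 25), and for the 3 models likewise (9, others 0), so chance is excluded for these. Groups of 3 make 10 splits, too few for a share under 0.05. The real value and the highest other were 118 and 2 at E16, 148 and 8 at P0, 166 and 19 in Wnt4-null ovaries, 1 and 10 for heterozygous ovaries, 1470 and 3 for testis at E13, 5244 and 6 for testis at P0, 5554 and 12 for Kit mutants and 3062 and 3 for Wnt4-null ovaries of P0. In Kit mutants, loss of Foxl2 called 204 and another split 314, namely Kit mutant array 1 with double mutant arrays 2 and 3 against the rest, which points to a structure of these samples. At E13 the real split called 252 and others up to 232; splits that part all 3 pairs called up to 20, so the high ones follow the numbers of the arrays.

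Signals over background limit weak genes: the size of a change from a signal such as 0.0201, for Dmrt1 in Kit mutants, depends on the pseudocount.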

Other observations

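The test of striated muscle genes in 1 E13 array was chosen only after the result was seen; the test of Foxl2 dose was set before.

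Foxl2os, a transcript from the strand opposite Foxl2, did not move with Foxl2 in every background. At E13 it read 2.02 in control and 2.18 in null ovaries, and in Kit mutants 6.36, with 7.55 when Foxl2 was lost as well. It read 3.33 in wild-type, 6.0 in heterozygous and 7.36 in null ovaries of E16, and 2.84 in wild-type and 4.73 in null ovaries of P0; the average change was 0.64 ± 0.25 (adjusted p = 0.196, n = 9 and 9), so no rise was called. In Wnt4-null ovaries of P0 it read 1.65, and 0.859 when Foxl2 was lost as well (log2 -0.96 ± 0.43, adjusted p = 0.462, n = 3 and 3). Testes had far less of it than ovaries (log2 -5.65 at E13 and -5.34 at P0), as for Foxl2. It read 0.015 to 0.05 in testes of E13 and 0.0093 to 0.164 in testes of P0. With signals so near the pseudocount of 1% of the common mean, the size of these falls depends on it. In Kit mutants it rose by 1.15 ± 0.43.

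Chit1 rose without Foxl2 (1.52 ± 0.29) and fell without Wnt4 at E15 (-3.04 ± 0.62), and Il13ra2 fell in both (-1.29 ± 0.20 and -3.25 ± 0.42). Cnmd rose in Wnt4-null ovaries of P0 (5.58 ± 0.47) and fell when Foxl2 was lost as well (-4.33 ± 0.47).

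A graded response to the dose of Foxl2 was tested on 322 genes, 89 higher and 233 lower in null ovaries, chosen on arrays other than those scored. Heterozygous arrays of E16 lay at a mean of 27.9% (SD 8.64, n = 3) of the way from wild-type to null, at 19.5% to 36.8%, with wild-type arrays at -11.0% to 17.5% and null arrays at 95.0% to 103%. Exact permutation tests gave p = 0.1, the smallest possible, two-sided. A graded response may therefore exist for these genes, while single genes were called in limma for B3galt6 alone.

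In 1 Foxl2-null E13 array, 11 of 13 striated muscle genes were higher than in every other E13 array; Myh3 read 7.45 against 0.657 in the next and Tnnc2 4.66 against 0.216. Muscle tissue carried over in dissection is a candidate explanation, which these 13 genes do not separate from muscle of another source, and the striated muscle call in the Foxl2-null average carries this limit.

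The first principal component held 23.2% of the variance of the 6000 most variable probe sets here. The share that the study gives, for its own arrays with a list of developmental markers and rank-normalized values, is higher.

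Genes lower in all 3 Foxl2 models numbered 9 here and genes higher in all 3 numbered 0. The study lists more in both directions, at its own thresholds.

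Of 49 genes called without Foxl2 and without Wnt4 here, 22 changed the same way and 27 the opposite way. Both counts changed when single arrays were left out. In the study the opposite direction prevails more, with controls of several stages shared by both lists.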
